A study of Mus musculus with 2 samples. Its data were reported in "Insufficient Mechanical Loading Downregulates Piezo1 in Chondrocytes and Impairs Fracture Healing Through ApoE‐Induced Senescence" (2024).

How the data were processed

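The data were single-cell RNA-seq of fracture callus, the repair tissue that forms around a healing femoral fracture, from wild-type mice. Per the labels, calluses were digested into single cells and captured with the 10x Genomics Chromium 3′ chemistry (version 3), aiming at 5000 cells per library, and the libraries were sequenced on an Illumina NovaSeq instrument. The authors deposited 2 filtered matrices of UMI counts (UMI, unique molecular identifier, one count per captured RNA molecule), made with Cell Ranger 4.0.0 per the file headers, with no normalization. Each matrix held 32285 genes, and the lowest total was 501 UMIs per barcode in library MGJ and 500 UMIs in library MGJ2. The genome build and annotation used for counting were stated neither in the labels nor in the headers. Gene positions were taken from GENCODE release M21 on GRCm38, in which 32235 of the 32285 gene identifiers (99.8%) were found by identifier.

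The design covered calluses at 10 days (n = 5 mice) and at 20 days (n = 5 mice) after fracture. The labels of the 2 libraries were otherwise identical and gave neither library a day, and the barcodes do not tell mice apart. Both libraries were therefore left without a group. Clusters were made and named on both libraries together, and levels, shares and contrasts were computed within each library. Direct ratios between the libraries were taken only for the genes named by the rule below, within chondrocyte-like cells and without a test. No comparison between days was made, and no mean, SD or p-value across samples was computed.

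Barcodes with fewer than 200 genes or more than 20% mitochondrial UMIs were removed. Doublets, barcodes that hold 2 cells, were called with Scrublet as implemented in scanpy 1.11.5, at an expected rate of 0.8% per 1000 barcodes, and removed. UMIs were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, the first 30 principal components and a shared-neighbour graph of 15 neighbours were used for Leiden clustering (leidenalg 0.10.2, igraph 0.11.9, resolution 1) of both libraries together, without integration. Sub-clusters of chondrocyte-like clusters were made in the same way at resolution 0.5. Neighbours were found with scikit-learn 1.9.0, intervals and tables were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

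Clusters were named from 27 lists of marker genes. The score of a list was the mean of log2(CPM + 10) over its genes (CPM, counts per 1000000 UMIs), relative to the mean over clusters. A cluster of at least 20 cells took the name of its best list when the score was at least 1 and at least 3 markers were detected in at least 10% of its cells above the mean level. It was left unnamed when at least 2 of its 10 leading genes were markers of other classes and outnumbered its own. The leading genes were those with the highest ratio to the remaining cells among genes detected in at least 20% of the cells of the cluster. A cluster with a median UMI count under the library median divided by 3 and no own marker among its leading genes was also left unnamed. Sub-clusters of chondrocyte-like cells led by markers of other classes were set aside as unnamed by the same rule. Hypertrophic-like cells were the sub-clusters whose best list was that of hypertrophic chondrocytes, with the same minimum score and markers. Because names rest on marker genes, classes are written with the ending "-like".

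The marker lists, the 11 genes reported in each class, the comparisons, the filters and 14 of the alternatives were chosen before the data were examined. The 11 genes were Piezo1, Piezo2, Trpv4, Apoe, Runx2, Sp7, Spp1, Bglap, Cdkn1a, Cdkn2a and Trp53. They were kept out of the genes used for clustering with Bglap2 and Bglap3, 13 genes in all, and none was a marker. Beyond that list and the markers, the rule for naming genes allowed the 5 genes in each direction with the largest ratio between the libraries within chondrocyte-like cells, among genes with at least 50 UMIs in that class in 1 of the libraries. The thresholds for naming clusters and the setting aside of sub-clusters were fixed later, after the leading genes of the clusters had been seen (Apoe was among those of 1 sub-cluster that was set aside and of 1 macrophage-like cluster) and before values of the 11 genes were computed by class.

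The level of a gene in a class was its summed UMIs over all UMIs of that class, in CPM, with an exact Poisson 95% interval. Contrasts were ratios of CPM within a library, with the exact conditional binomial 95% interval of the counts. Shares of cells were given with exact Clopper-Pearson 95% intervals, after random thinning of each cell to 2000 UMIs where a gene was to be detected. Cells with fewer UMIs were left out of these shares. Each share came from a single random draw, and the spread over 200 further draws was computed for the shares of Piezo1 and Apoe in the main classes. All intervals cover counting error only, because a single library per matrix leaves no replicate error to measure. A count of 0 was read as allowing up to 3 counts. Ranks were taken over named classes of at least 50 cells. The ratio and its interval were tested on simulated data, in which 200 genes were changed 0.5-fold or 2-fold at the depth of each contrast. The interval called the right direction for 98.0% and 93.0% of them in library MGJ and for 81.0% and 88.0% in library MGJ2 (chondrocyte-like over all other cells and hypertrophic-like over other chondrocyte-like cells, in that order). The simulated sums held counting error only, as the interval assumes, without differences between cells. They therefore give the power at these folds, and do not check the interval against differences between cells or at smaller changes.

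The alternatives were at most 10% mitochondrial UMIs, at least 500 genes per cell, doublets kept, resolution 0.5 or 2, separate clustering of the libraries, naming each cell by its highest marker score, 4000 variable genes, equal weight of cells, totals without mitochondrial, ribosomal protein and haemoglobin genes, a minimum of 200 cells per class, thinning to 1000 UMIs, B-cell-like cells as low reference, and hypertrophic-like cells defined by at least 1 Col10a1 UMI. There were 4 further alternatives chosen after seeing the data, which concerned the naming of clusters, the sub-clusters set aside and the unnamed cells. Chondrocyte-like cells were compared with all other cells of the library, unnamed cells included, with each named class, and within themselves (hypertrophic-like over the others).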

Results

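Transcripts of the mechanosensitive ion channel Piezo1 and of Apoe were counted by cell class in scRNA-seq libraries of femoral fracture callus from wild-type mice. The 2 libraries, MGJ and MGJ2, were not assigned to the day 10 or the day 20 callus by their labels, so they are reported side by side and were not compared as time points. Library MGJ held 14295 barcodes and 135304426 UMIs, with a median of 5026 UMIs per barcode. Library MGJ2 held 8009 barcodes and 61130834 UMIs, with a median of 4952. In library MGJ, 371 barcodes were removed for few genes, 464 for mitochondrial UMIs and 140 as doublets, and 13320 cells were kept. In library MGJ2, the numbers were 70, 133 and 222, and 7584 cells were kept. Doublet calls made up 1.04% of the barcodes tested in library MGJ and 2.84% in library MGJ2, below the expected 10.8% and 6.24%, so some doublets remained among the kept cells.

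Joint clustering gave 42 clusters, of which 24 held more than 90% of their cells from 1 library. Based on marker genes, 16 named classes in library MGJ and 14 in library MGJ2 held at least 50 cells. After chondrocyte-like cells, the largest named classes of library MGJ were fibroblast-like (9.75%) and macrophage-like cells (9.53%). Support for these names was uneven. In 3 named clusters, none of the 10 leading genes was an own marker and 1 was a marker of another class, and these held 599 of the 1299 fibroblast-like, 473 of the 1269 macrophage-like and 606 of the 2935 cells of the chondrocyte-like clusters in library MGJ. Neutrophil-like (29.8%) and monocyte-like cells (19.5%) were the largest classes of library MGJ2. Most of these cells lay in clusters with no marker of any class among their 10 leading genes. Such clusters held 1588 of the 2261 neutrophil-like and 1357 of the 1476 monocyte-like cells of library MGJ2. Further clusters of this kind held 382 of the 1024 neutrophil-like cells and 112 cells of the chondrocyte-like clusters in library MGJ. Cells without a name, including the sub-clusters set aside below, numbered 4430 (33.3%) in library MGJ and 300 (3.96%) in library MGJ2. In library MGJ, 3848 of the unnamed cells belonged to clusters of low UMI count whose best list was that of neutrophils. Chondrocyte-like cells made up 18.1% of the cells in library MGJ (2410 cells, interval 17.4 to 18.8%) and 1.69% in library MGJ2 (128 cells, interval 1.41 to 2.004%). Before this count, 525 of 2935 cells of the chondrocyte-like clusters in library MGJ (17.9%) and 16 of 144 in library MGJ2 (11.1%) had been set aside because their sub-clusters were led by markers of other cells. The alternative that moved the share most was the stricter naming rule in library MGJ, which gave 7.27%, and naming each cell by its highest marker score in library MGJ2, which gave 0.738%. Chondrocyte-like cells had a median of 21306 UMIs in library MGJ and 29211 in library MGJ2, against 3795 and 4825 in all other cells. Col2a1, the main collagen gene of cartilage, had at least 1 UMI in 88.4% of all other cells in library MGJ and in 24.2% in library MGJ2, so a UMI of an abundant cartilage gene did not by itself mark a chondrocyte-like cell.

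The first comparison asked whether Piezo1 is higher in chondrocyte-like cells than elsewhere in the callus. Piezo1 (ENSMUSG00000014444) is a protein-coding gene on the minus strand of chromosome 8, from 122481698 to 122551329 in GRCm38. In library MGJ, its level was 107 CPM in chondrocyte-like cells (5517 UMIs) and 78.9 CPM in all other cells (6310 UMIs), a ratio of 1.35 (interval 1.31 to 1.40). Likewise, the level in library MGJ2 was 125 CPM in chondrocyte-like cells (478 UMIs) and 48.8 CPM in all other cells (2652 UMIs), a ratio of 2.57 (interval 2.32 to 2.83). The ratio moved most when every cell was weighted equally in library MGJ, to 1.92, and under the stricter naming rule in library MGJ2, to 2.15. Against the 500 genes of nearest abundance, the ratio of Piezo1 stood at percentile 75.4 in library MGJ and 81.8 in library MGJ2.

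Chondrocyte-like cells ranked at position 3 among the named classes in both libraries, and under the alternatives at position 2 or 3 in library MGJ and from 1 to 3 in library MGJ2. In library MGJ, endothelial-like cells (117 CPM, interval 104 to 130) and fibroblast-like cells (109 CPM, interval 105 to 113) stood above them, and neither could be told from chondrocyte-like cells at this depth, with ratios of 0.914 (interval 0.817 to 1.03) and 0.980 (interval 0.934 to 1.03). The level in chondrocyte-like cells exceeded that of the remaining 13 of 15 classes. The nearest of these were osteoclast-like cells at 89.5 CPM and osteoblast-like cells at 89.1 CPM, and the lowest was 7.68 CPM in pre-B-cell-like cells. In library MGJ2, endothelial-like cells (157 CPM, interval 122 to 199, 50 cells) and osteoclast-like cells (126 CPM, interval 112 to 141, 74 cells) stood above chondrocyte-like cells and could not be told from them, with ratios of 0.798 (interval 0.618 to 1.04) and 0.996 (interval 0.859 to 1.16). The remaining 11 of 13 classes were lower, from 77.6 CPM in monocyte-like cells to 13.01 CPM in pre-B-cell-like cells. Osteoblast-like cells in library MGJ also carried 8824 CPM of Col2a1, so that class was not free of cartilage transcripts. When the comparison was restricted to stromal and vascular classes, the ratio of chondrocyte-like cells was 1.01 (interval 0.970 to 1.06, 2043 cells compared) in library MGJ and 1.25 (interval 1.03 to 1.53, 129 cells compared) in library MGJ2.

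**Figure D1:**
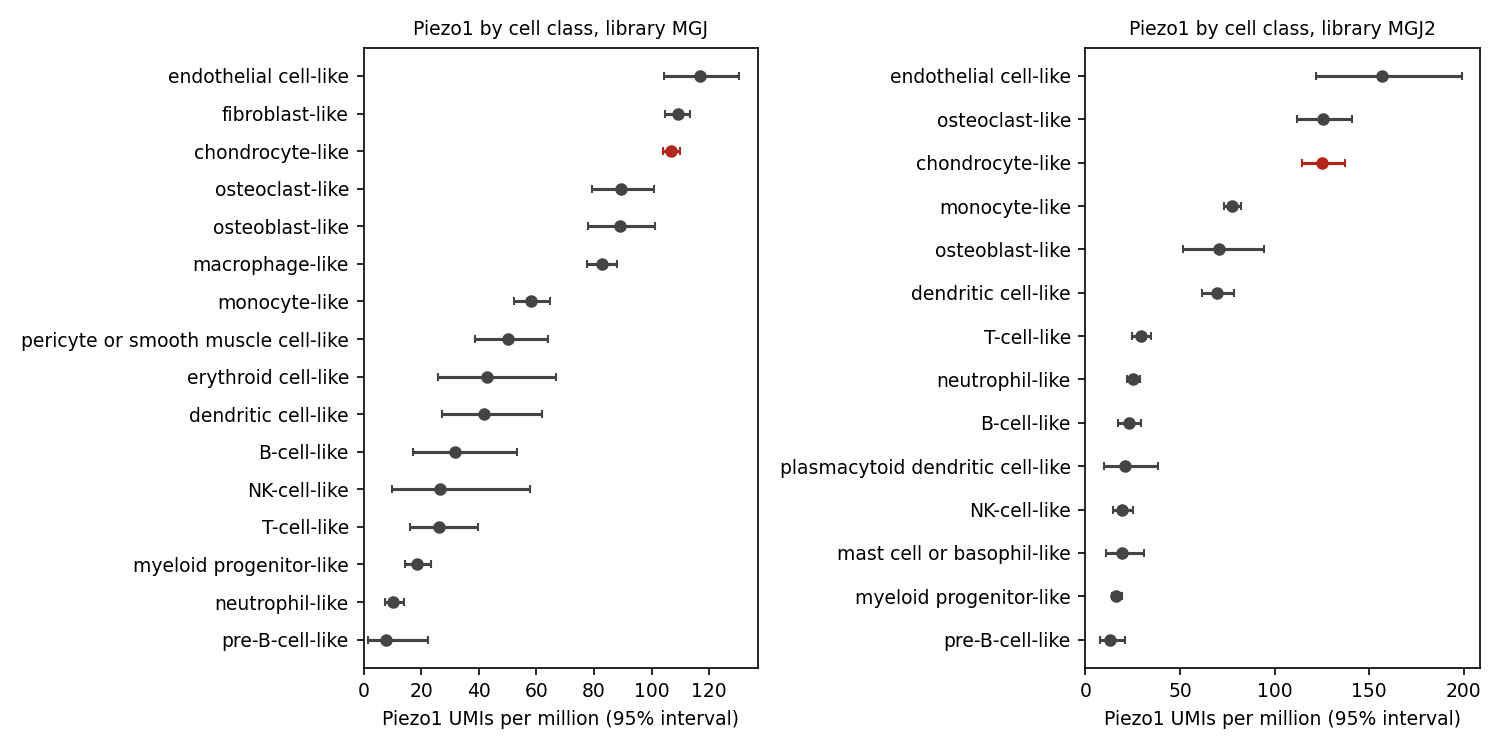
Piezo1 level in CPM (horizontal axis) in each named class of at least 50 cells (vertical axis), in library MGJ (left) and library MGJ2 (right), with chondrocyte-like cells in red and bars giving the 95% counting interval. Chondrocyte-like cells stand at position 3 in both libraries, at 107 and 125 CPM, with intervals that overlap those of the classes above them.

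Because chondrocyte-like cells carried more UMIs per cell, detection was compared after thinning to 2000 UMIs. A Piezo1 UMI was found in 19.7% of chondrocyte-like cells in library MGJ (469 of 2376, interval 18.2 to 21.4%) and in 20.5% in library MGJ2 (26 of 127, interval 13.8 to 28.5%). In neutrophil-like cells, taken as the low reference for free RNA, the share was 3.03% in library MGJ (interval 1.93 to 4.51%) and 5.40% in library MGJ2 (interval 4.37 to 6.59%). Before thinning, neutrophil-like cells had a median of 3361 UMIs in library MGJ and 2489 in library MGJ2. The share in all other cells was 11.3% in library MGJ (interval 10.6 to 12.0%) and 8.36% in library MGJ2 (interval 7.70 to 9.05%). Thus, the intervals of chondrocyte-like cells lay above those of the low reference and of all other cells in both libraries. Over 200 further random draws, the chondrocyte-like share was 17.8 to 21.4% in library MGJ and 12.6 to 29.9% in library MGJ2, and that of all other cells 11.04 to 12.4% and 7.51 to 8.97%. That of neutrophil-like cells was 1.18 to 3.03% and 4.80 to 5.87%, so the reported 3.03% in library MGJ was at the top of its draws. Thinning to 1000 UMIs lowered the chondrocyte-like share to 9.84% in library MGJ, with 1.61% in neutrophil-like cells.

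**Figure D2:**
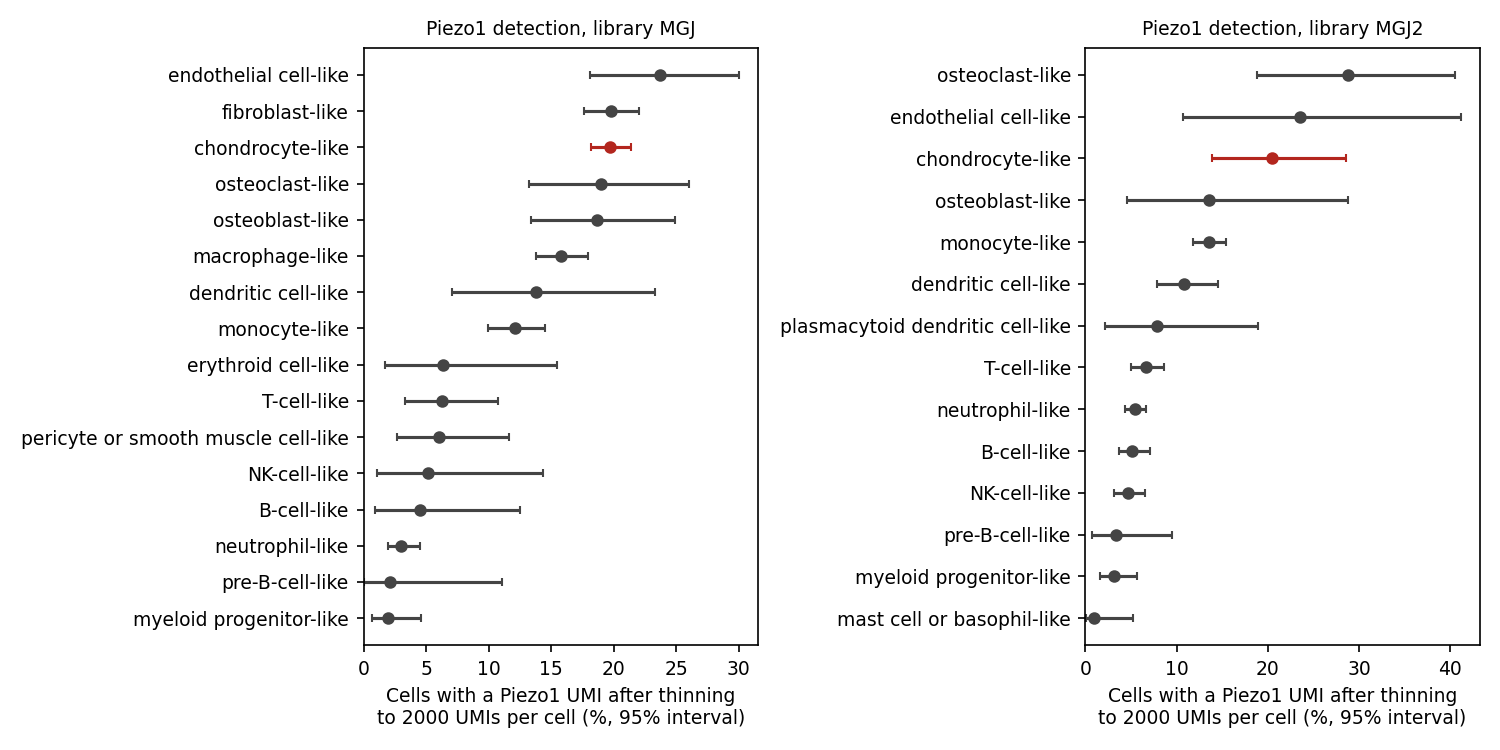
Share of cells with at least 1 Piezo1 UMI after thinning to 2000 UMIs per cell (horizontal axis, percent) in each named class of at least 50 cells (vertical axis), in library MGJ (left) and library MGJ2 (right), with chondrocyte-like cells in red and bars giving the 95% interval. Chondrocyte-like cells stand at 19.7% and 20.5%, above neutrophil-like cells at 3.03% and 5.40%.

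Next, hypertrophic-like cells, the chondrocyte-like sub-cluster led by Col10a1, were compared with the other chondrocyte-like cells, since the study followed hypertrophic chondrocytes after deletion of Piezo1. There were 558 hypertrophic-like and 1852 other chondrocyte-like cells in library MGJ, and 81 and 47 in library MGJ2. Col10a1 was at 25448 CPM in hypertrophic-like and 1459 CPM in other chondrocyte-like cells of library MGJ, and at 30677 and 2925 CPM in library MGJ2. The ratio of Piezo1 was 0.990 in library MGJ (106 against 107 CPM, interval 0.928 to 1.05) and 0.834 in library MGJ2 (117 against 140 CPM, interval 0.693 to 1.01), so both intervals included 1 in the reported setting. These values depended on how cells were grouped. Across 13 alternatives in library MGJ the ratio ranged from 0.602 to 1.04, and 7 of them gave an interval wholly below 1, the lowest value with at most 10% mitochondrial UMIs. In library MGJ2, all 13 values were below 1, from 0.593 at resolution 0.5 to 0.970, and 6 of them had an interval wholly below 1.

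**Figure D3:**
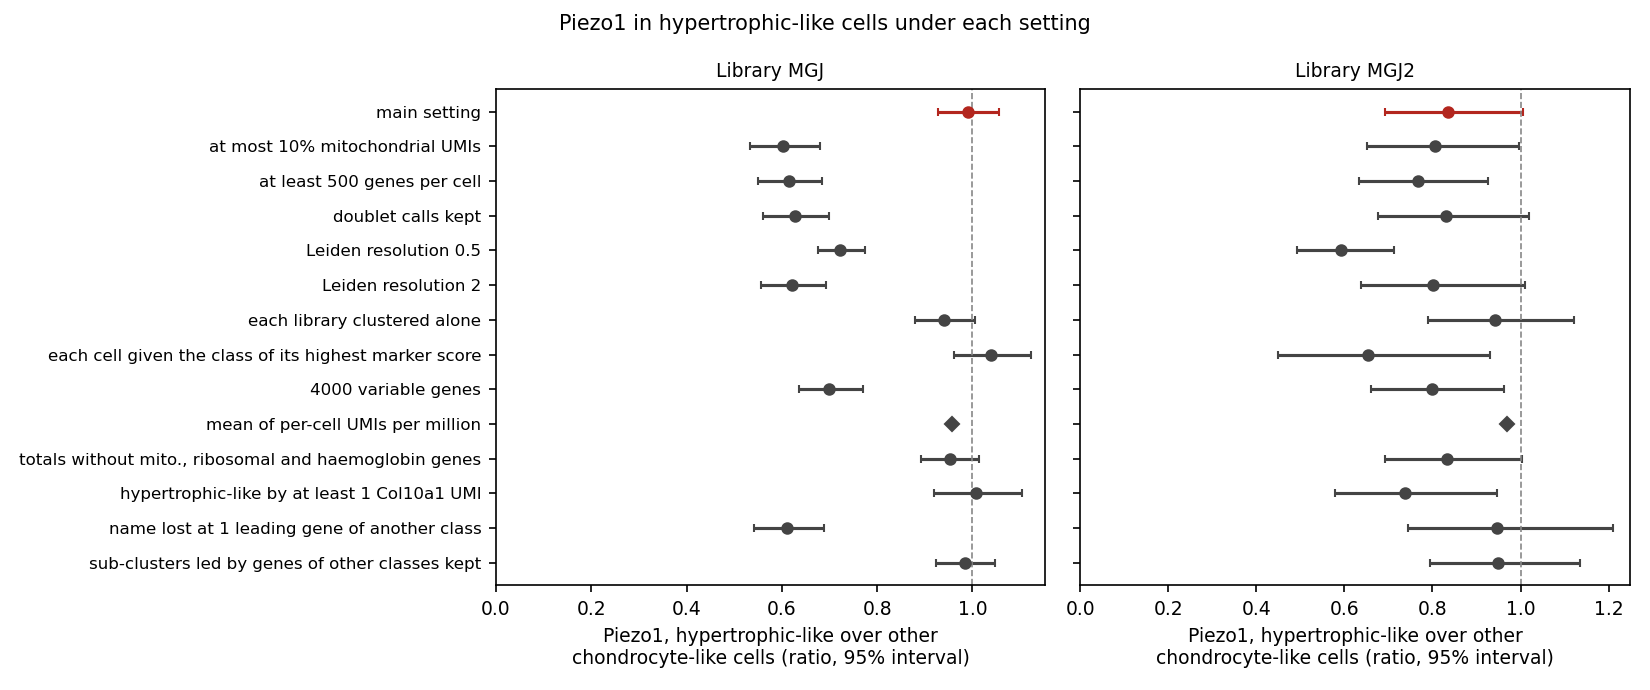
Ratio of Piezo1 in hypertrophic-like over other chondrocyte-like cells (horizontal axis) under each processing setting (vertical axis), in library MGJ (left) and library MGJ2 (right), with the main setting in red, bars giving the 95% counting interval, diamonds values without an interval, and a dashed line at 1. In library MGJ the settings fall into a set near 1 and a set from 0.602 to 0.723, and in library MGJ2 they range from 0.593 to 0.970.

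The study named Apoe as a gene raised in hypertrophic chondrocytes that lack Piezo1, and these wild-type libraries give its level by class. Apoe (ENSMUSG00000002985) is a protein-coding gene on the minus strand of chromosome 7, from 19696109 to 19699188 in GRCm38. With the sub-clusters led by markers of other cells set aside, chondrocyte-like cells had the lowest level of the named classes of at least 50 cells in both libraries. It was 31.6 CPM in library MGJ against 2263 CPM in all other cells, a ratio of 0.0140 (interval 0.0133 to 0.0147). In library MGJ2, it was 9.96 CPM (38 UMIs) against 698 CPM, a ratio of 0.0143 (interval 0.0101 to 0.0196). Leaving the set-aside sub-clusters among chondrocyte-like cells moved the ratio most, to 0.0237 and 0.0301. The level was then 61.0 and 21.2 CPM and no longer the lowest, with NK-cell-like cells below it in library MGJ and NK-cell-like and pre-B-cell-like cells in library MGJ2. The highest levels were 12744 CPM in macrophage-like cells of library MGJ and 1996 CPM in monocyte-like cells of library MGJ2, where only 19 cells were macrophage-like. In NK-cell-like cells of library MGJ, Apoe was at 44.1 CPM (interval 21.2 to 81.1) and could not be told from chondrocyte-like cells. After thinning, an Apoe UMI was found in 5.26% of chondrocyte-like cells in library MGJ, below the 10.5% in neutrophil-like cells, a class not known for Apoe. In library MGJ2, the share was 0 of 127 chondrocyte-like cells in the reported draw (upper interval bound 2.86%). It was 2.26% on average over 200 further draws (0 to 6.30%), against 5.52% in neutrophil-like cells. These shares cannot tell chondrocyte-like Apoe from background. Chondrocyte-like cells carried more UMIs, so thinning kept a smaller part of any free RNA in them than in neutrophil-like cells. Before thinning the order was reversed, with 43.6% against 18.4% in library MGJ and 20.3% against 7.52% in library MGJ2. That order may in turn follow from depth.

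**Figure D4:**
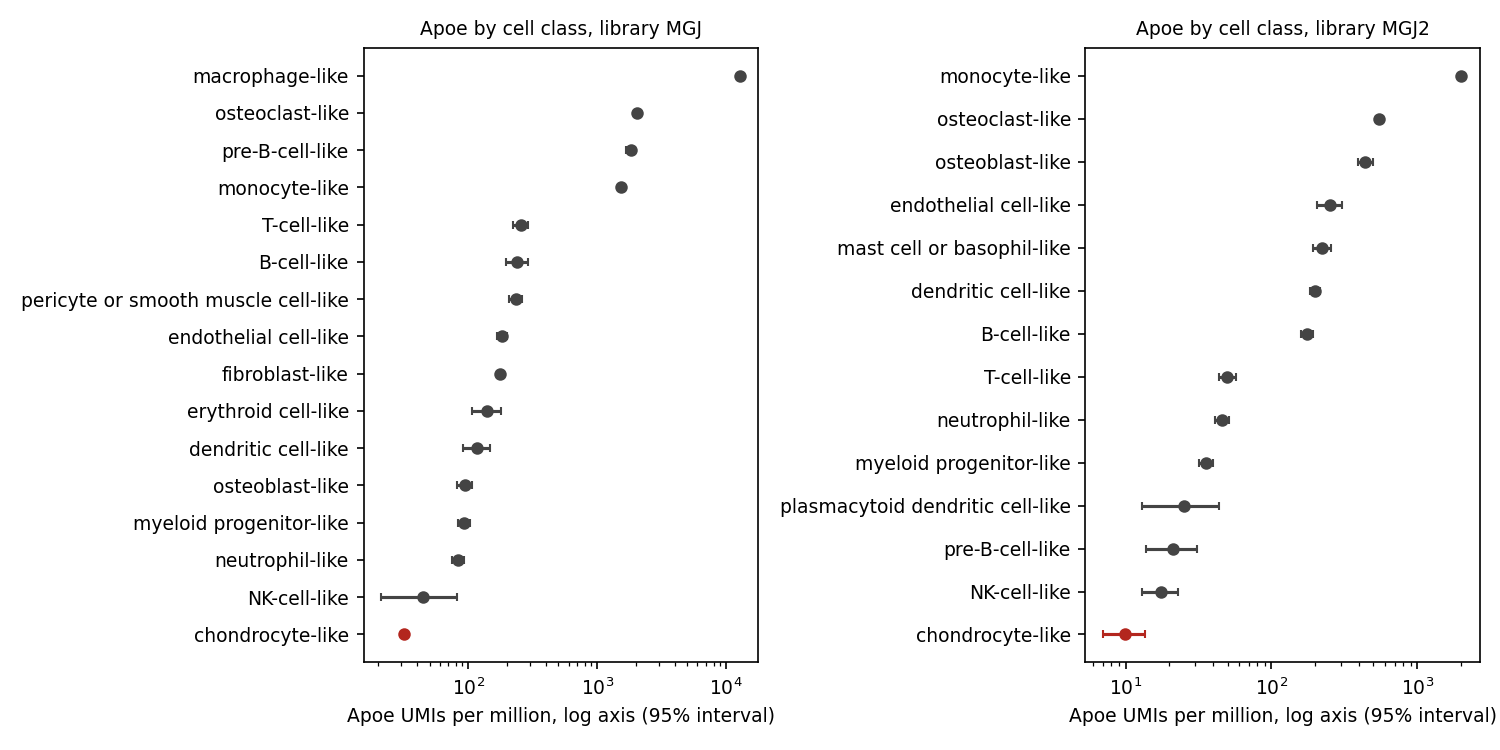
Apoe level in CPM (horizontal log axis) in each named class of at least 50 cells (vertical axis), in library MGJ (left) and library MGJ2 (right), with chondrocyte-like cells in red and bars giving the 95% counting interval. With the sub-clusters set aside, chondrocyte-like cells are the lowest class in both libraries, at 31.6 and 9.96 CPM.

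Between hypertrophic-like and other chondrocyte-like cells, the ratio of Apoe was 0.856 in library MGJ (interval 0.756 to 0.968) and 1.88 in library MGJ2 (29 against 9 UMIs, interval 0.868 to 4.53). Because chondrocyte-like Apoe was not told from background, these ratios do not tell RNA of the cells from free RNA. The direction in library MGJ did not hold under every alternative, with 1.25 when hypertrophic-like cells were defined by a Col10a1 UMI and 1.004 at resolution 2, and the lowest value was 0.408, when the set-aside sub-clusters were kept. In library MGJ2, 10 of the 13 alternatives gave values from 0.348 to 0.769, below the interval, and 3 had an interval wholly below 1. Among genes linked to cell cycle arrest and senescence, Cdkn1a was higher in hypertrophic-like cells, with ratios of 1.42 (interval 1.39 to 1.45) in library MGJ and 1.82 (interval 1.69 to 1.96) in library MGJ2. The other chondrocyte-like cells of library MGJ were uneven, with sub-clusters from 291 to 1266 CPM of Cdkn1a against 1307 CPM in hypertrophic-like cells. High Cdkn1a was thus not particular to hypertrophic-like cells there. Cdkn2a had a ratio of 1.42 in library MGJ (interval 1.13 to 1.77), which fell below 1 under 2 of the 13 alternatives, and of 1.12 in library MGJ2 (interval 0.722 to 1.76). The Trp53 ratio was 0.859 in library MGJ (interval 0.764 to 0.964), which rose above 1 under 5 of the 13 alternatives, and 1.23 in library MGJ2 (interval 0.833 to 1.84), where 7 of the 13 alternatives had an interval wholly above 1.

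Among the other listed genes, the mechanosensitive channel Trpv4 (ENSMUSG00000014158, chromosome 5, 114622152 to 114658421) was highest in chondrocyte-like cells in both libraries. Its level was 218 CPM against 33.1 CPM in all other cells of library MGJ, a ratio of 6.58 (interval 6.31 to 6.87), and 170 against 3.55 CPM in library MGJ2, a ratio of 47.9 (interval 40.8 to 56.6). Trpv4 was lower in hypertrophic-like than in other chondrocyte-like cells, with ratios of 0.551 and 0.596. Piezo2 was at 8.21 CPM in chondrocyte-like cells of library MGJ, below all other cells (ratio 0.440, interval 0.394 to 0.490), with 49.3 CPM in fibroblast-like cells. In library MGJ2, where 5 cells were fibroblast-like, Piezo2 was at 6.82 CPM and above all other cells (ratio 5.97, interval 3.62 to 9.58), but below endothelial-like cells at 73.9 CPM and osteoblast-like cells at 16.9 CPM. Of the osteogenic genes, Runx2 was 2.05 and 2.35 times and Sp7 4.36 and 27.3 times the level of all other cells in libraries MGJ and MGJ2, and Spp1 1.32 and 12.4 times. Bglap went in opposite directions, with a ratio of 0.591 in library MGJ (interval 0.549 to 0.635) and 48.4 in library MGJ2 (interval 41.1 to 57.2). Osteoblast-like cells had higher levels of each of these genes than chondrocyte-like cells in both libraries. Sp7 was at 43.6 against 26.6 CPM in library MGJ and 131 against 53.2 CPM in library MGJ2. Bglap was at 496 against 19.7 CPM and at 186 against 171 CPM, the latter with overlapping intervals. The ratios over all other cells therefore do not make these genes highest in chondrocyte-like cells. Within chondrocyte-like cells, Spp1 was 4.47 and 4.43 times as high in hypertrophic-like as in the other cells, and Runx2 1.40 and 1.49 times. Sp7 had a ratio of 1.11 in library MGJ (interval 0.977 to 1.26) and 0.706 in library MGJ2 (interval 0.530 to 0.941). The Bglap ratio there was 7.66 in library MGJ and 0.579 in library MGJ2, and for all Bglap values reads shared with its near-identical neighbour genes were not separable in the counts.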

Values the study reported

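The study described scRNA-seq of calluses taken 10 and 20 days after fracture, with n = 5 mice at each time. It reported higher Piezo1 levels in chondrocytes, beside a plot of Piezo1 by cell cluster. It listed the cell types found in the callus, but did not say which of them had less Piezo1 than chondrocytes and gave no number for the difference.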

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

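The tests in this part were planned before the results were seen. Barcodes removed by the cell filters entered no comparison, and they were flagged only because they held Piezo1 UMIs above the limit that a count of 0 allows, which shows that Piezo1 was present and nothing more. The 975 removed barcodes of library MGJ gave 95.7 CPM of Piezo1 (354 UMIs, interval 86.0 to 106), and the 425 of library MGJ2 gave 55.2 CPM (167 UMIs, interval 47.2 to 64.3). The kept cells had 107 and 78.9 CPM in library MGJ and 125 and 48.8 CPM in library MGJ2, in chondrocyte-like and in all other cells, so both levels in removed barcodes lay between those of the kept sets.

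A loss of damaged chondrocyte-like cells to the filters was tested by scoring every barcode with the marker lists. In library MGJ, the chondrocyte score was highest in 14.9% of removed barcodes (interval 12.7 to 17.3%) and in 18.3% of kept cells, which argues against an excess of chondrocyte-like cells among the removed ones. In library MGJ2, the shares were 2.82% (interval 1.47 to 4.88%) and 0.804%, so a loss of chondrocyte-like cells may contribute there. Doublet calls made up 222 of the 425 removed barcodes of library MGJ2, and damaged cells were not told from doublets by this test. With doublet calls kept, Piezo1 in chondrocyte-like over all other cells was 2.32 in library MGJ2 and 1.24 in library MGJ. The design gives no group, so no biological explanation was tested.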

How the results depend on the processing

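The tests chosen only after results were seen were the 4 alternatives on the naming of clusters, the set-aside sub-clusters, the unnamed cells and the clusters of low UMI count. Across the 18 alternatives, 277 values were recomputed. Of these, 174 stayed within the interval of the reported value or kept the rank, 94 moved outside it, and 9 crossed from one side of 1 to the other where the reported interval had excluded 1. Piezo1 in chondrocyte-like over all other cells stayed above 1 under all 13 alternatives run for it, from 1.16 to 1.92 in library MGJ and from 2.15 to 2.74 in library MGJ2. Apoe stayed below 1 in the same contrast, from 0.0109 to 0.0237 and from 0.0111 to 0.0301. The Piezo1 rank was 2 or 3 in library MGJ and between 1 and 3 in library MGJ2. The set of ranked classes changed as well. Library MGJ2 had 14 in the reported setting, where endothelial-like cells stood at the minimum of 50 cells. It had 11 with at least 500 genes, 12 with doublets kept and 13 with at most 10% mitochondrial UMIs, with ranks of 1, 2 and 2. The rank stayed at 3 with 13 classes at resolution 2 and with 4000 variable genes, and with 20 under the highest marker score. Equal weight of cells gave rank 2 with all 14 classes. In library MGJ, the number ranged from 11 with a minimum of 200 cells per class to 25 under the highest marker score, against 16 in the reported setting. Hypertrophic-like Cdkn1a stayed above 1, from 1.06 to 1.49 and from 1.30 to 2.16. The 9 values that crossed 1 were all in library MGJ and concerned hypertrophic-like Trp53 (5), Apoe (2) and Cdkn2a (2). The values that moved or crossed are given by setting, where "hypertrophic-like" before a gene stands for the ratio of hypertrophic-like over other chondrocyte-like cells.

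With at most 10% mitochondrial UMIs, library MGJ gave 1.23 for Piezo1 over all other cells, 0.0160 for Apoe over all other cells, 0.602 for hypertrophic-like Piezo1, 1.84 for hypertrophic-like Cdkn2a, 1.01 for hypertrophic-like Trp53 and 16.3% for the chondrocyte-like share. Library MGJ2 then gave 2.30 for Piezo1 over all other cells, 1.97 for hypertrophic-like Cdkn1a and 2 for the Piezo1 rank. With at least 500 genes per cell, library MGJ gave 0.615 for hypertrophic-like Piezo1, 0.989 for hypertrophic-like Apoe, 1.32 for hypertrophic-like Cdkn1a, 1.12 for hypertrophic-like Trp53 and 20.2% for the chondrocyte-like share. Values in library MGJ2 were 0.586 for hypertrophic-like Apoe, 1.64 for hypertrophic-like Cdkn1a, 1.88 for hypertrophic-like Trp53 and 1 for the Piezo1 rank. With doublet calls kept, library MGJ gave 1.24 for Piezo1 over all other cells, 0.0156 for Apoe over all other cells, 0.627 for hypertrophic-like Piezo1, 0.971 for hypertrophic-like Apoe, 1.05 for hypertrophic-like Trp53 and 15.9% for the chondrocyte-like share. Library MGJ2 then gave 2.32 for Piezo1 over all other cells, 0.488 for hypertrophic-like Apoe and 2 for the Piezo1 rank.

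At resolution 0.5, library MGJ gave 0.723 for hypertrophic-like Piezo1, 0.984 for hypertrophic-like Apoe, 1.06 for hypertrophic-like Cdkn1a and 18.9% for the chondrocyte-like share. Values in library MGJ2 were 0.593 for hypertrophic-like Piezo1, 0.4999 for hypertrophic-like Apoe and 1.30 for hypertrophic-like Cdkn1a. At resolution 2, library MGJ gave 1.22 for Piezo1 over all other cells, 0.0159 for Apoe over all other cells, 0.622 for hypertrophic-like Piezo1, 1.004 for hypertrophic-like Apoe, 1.35 for hypertrophic-like Cdkn1a, 1.12 for hypertrophic-like Trp53 and 12.9% for the chondrocyte-like share. Library MGJ2 then gave 2.24 for Piezo1 over all other cells, 0.440 for hypertrophic-like Apoe, 2.16 for hypertrophic-like Cdkn1a, 2.14 for hypertrophic-like Trp53 and 1.21% for the chondrocyte-like share. Clustering each library alone gave, in library MGJ2, 0.568 for hypertrophic-like Apoe and 2.03% for the chondrocyte-like share. Naming each cell by its highest marker score gave, in library MGJ, 0.0151 for Apoe over all other cells, 0.972 for hypertrophic-like Cdkn2a, 2 for the Piezo1 rank and 16.7% for the chondrocyte-like share. Values in library MGJ2 were 0.653 for hypertrophic-like Piezo1, 0.527 for hypertrophic-like Apoe, 1.44 for hypertrophic-like Cdkn1a, 0.162 for hypertrophic-like Cdkn2a and 0.738% for the chondrocyte-like share. With 4000 variable genes, library MGJ gave 0.700 for hypertrophic-like Piezo1, 0.975 for hypertrophic-like Apoe, 0.999 for hypertrophic-like Trp53 and 19.9% for the chondrocyte-like share. Library MGJ2 then gave 0.508 for hypertrophic-like Apoe.

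With equal weight of cells, library MGJ gave 1.92 for Piezo1 over all other cells, 0.0197 for Apoe over all other cells, 1.46 for hypertrophic-like Cdkn1a and 2 for the Piezo1 rank. Values in library MGJ2 were 0.769 for hypertrophic-like Apoe, 1.99 for hypertrophic-like Cdkn1a and 2 for the Piezo1 rank. With totals that left out mitochondrial, ribosomal protein and haemoglobin genes, library MGJ gave 1.41 for Piezo1 over all other cells and 1.36 for hypertrophic-like Cdkn1a. Thinning to 1000 UMIs gave, in library MGJ, 9.84% for Piezo1 detection. Defining hypertrophic-like cells by at least 1 Col10a1 UMI gave, in library MGJ, 1.25 for hypertrophic-like Apoe, 1.49 for hypertrophic-like Cdkn1a and 0.918 for hypertrophic-like Cdkn2a. Library MGJ2 then gave 1.48 for hypertrophic-like Cdkn1a.

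Of the alternatives chosen after seeing the data, 3 moved such values. When a name was lost at 1 leading gene of another class, library MGJ gave 1.16 for Piezo1 over all other cells, 0.0201 for Apoe over all other cells, 0.611 for hypertrophic-like Piezo1, 1.27 for hypertrophic-like Cdkn1a, 1.22 for hypertrophic-like Trp53, 21.8% for Piezo1 detection and 7.27% for the chondrocyte-like share. Values in library MGJ2 were 2.15 for Piezo1 over all other cells, 0.348 for hypertrophic-like Apoe, 2.01 for hypertrophic-like Trp53 and 1.21% for the chondrocyte-like share. With the set-aside sub-clusters kept as chondrocyte-like, library MGJ gave 1.45 for Piezo1 over all other cells, 0.0237 for Apoe over all other cells, 0.408 for hypertrophic-like Apoe, 1.47 for hypertrophic-like Cdkn1a and 22.03% for the chondrocyte-like share. Library MGJ2 then gave 0.0301 for Apoe over all other cells and 0.367 for hypertrophic-like Apoe. Leaving out unnamed cells gave, in library MGJ, 0.0109 for Apoe over all other cells.

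The Piezo1 ratio in hypertrophic-like cells of library MGJ had a value of 0.602 to 0.723 under 7 of 13 alternatives and stayed near 1 under the others, so the reported 0.990 is not typical of the settings tried. The set of cells differed between them. There were 558 hypertrophic-like cells in the reported setting, 244 with at most 10% mitochondrial UMIs, 295 with at least 500 genes, 299 with doublets kept, 296 at resolution 2, 386 with 4000 variable genes and 259 under the stricter naming, but 684 at resolution 0.5. The size of the set did not by itself go with the ratio, since naming by the highest marker score gave 289 cells and a ratio of 1.04, and separate clustering gave 532 cells and 0.941. In library MGJ2, where the reported interval was 0.693 to 1.01, the interval lay wholly below 1 under 6 of the 13 alternatives. These were at most 10% mitochondrial UMIs (0.805), at least 500 genes (0.766), resolution 0.5 (0.593), the highest marker score (0.653), 4000 variable genes (0.798) and the Col10a1 UMI (0.737). For hypertrophic-like Trp53 in that library, where the reported interval included 1, it lay wholly above 1 under 7 of the 13 alternatives. Why these small changes regrouped the cells was not tested. For the remaining values that moved, the cause was not tested either, except that fewer UMIs per cell lower detection by construction and that equal weights, changed totals and the Col10a1 definition change the measure itself. A Col10a1 UMI was also present in 83.6% of the other chondrocyte-like cells of library MGJ, so that definition separated the cells poorly.

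Piezo1 detection in neutrophil-like cells or the alternative reference moved outside its interval under 6 alternatives in library MGJ and 2 in library MGJ2, with ranges of 1.42 to 4.48% and 3.19 to 5.40%. These stayed below the lowest chondrocyte-like shares of 9.84% and 14.1%. A minimum of 200 cells per class gave no rank in library MGJ2, where 128 cells were chondrocyte-like. The contrasts within chondrocyte-like cells of library MGJ2 rested on 81 against 47 cells. Counts were few for Apoe (29 against 9 UMIs), Cdkn2a (63 against 33) and Trp53 (84 against 40), and their intervals included 1. The intervals of Cdkn1a (1.69 to 1.96) and Trpv4 (0.509 to 0.697) excluded 1 there.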

Other observations

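The tests chosen only after the result was seen were those on chondrocyte RNA in the classes nearest to chondrocyte-like cells, on Piezo1 and Col10a1, and on macrophage RNA in the Apoe-rich sub-cluster, and the values with the set-aside sub-clusters kept. The ratios between libraries and the counts of sex-linked genes are values with no test.

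The higher Piezo1 of chondrocyte-like cells over all other cells was weighed against 4 technical explanations in each library. A difference in UMIs per cell was excluded as its whole cause, since detection at equal depth was 19.7% in library MGJ and 20.5% in library MGJ2, against 11.3% and 8.36% in all other cells. Free RNA was excluded because it would give neutrophil-like cells a like share, and these had 3.03% and 5.40%. Abundant genes were excluded because the ratio without the most abundant genes of either set in the totals was 1.45 in library MGJ (68 genes left out, interval 1.40 to 1.51) and 2.90 in library MGJ2 (73 genes, interval 2.63 to 3.20). The pooling of blood cells with the other cells was not excluded as the whole cause in library MGJ. Against stromal and vascular classes alone the ratio there was 1.01 (interval 0.970 to 1.06), so the difference in library MGJ may come from low Piezo1 in blood cells rather than from a level peculiar to chondrocyte-like cells. In library MGJ2, the ratio fell from 2.57 to 1.25 (interval 1.03 to 1.53), from 129 cells that included only 5 fibroblast-like ones, so most of the difference there went with the pooled blood cells as well, and only pooling as the whole cause was argued against. Whether the libraries differ in this respect was not tested.

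Endothelial-like and fibroblast-like cells of library MGJ, and endothelial-like and osteoclast-like cells of library MGJ2, had Piezo1 levels close to that of chondrocyte-like cells. Chondrocyte RNA in their droplets was tested as the source, with all their Col2a1 counted as chondrocyte RNA. That bound was 1.45% in library MGJ and 0.0531% in library MGJ2. Such RNA could supply at most 1.41% and 0.0509% of the Piezo1 UMIs of these classes, so it did not account for their levels. Removing the share that Col2a1 allows from all other cells raised the main ratio from 1.35 to 1.42 in library MGJ and from 2.57 to 2.60 in library MGJ2.

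Within hypertrophic-like cells, Piezo1 was compared between cells with more and with less Col10a1, after the alternatives had shown that the hypertrophic-like Piezo1 ratio depends on the grouping of cells. Hypertrophic-like cells above the median Col10a1 share had a Piezo1 level of 0.663 times that of the remaining hypertrophic-like cells in library MGJ (279 against 279 cells, 83.6 against 126 CPM, interval 0.589 to 0.745). The ratio was 0.697 in library MGJ2 (40 against 41 cells, interval 0.547 to 0.888). Col10a1 itself takes part of the UMIs, and without the most abundant genes in the totals the ratios were 0.680 (interval 0.605 to 0.765) and 0.729 (interval 0.572 to 0.928), which argues against abundant genes as the whole cause. Depth as the whole cause was argued against in library MGJ, where the median was 20134 UMIs in the cells with more Col10a1 and 21956 in the others. The ratio of the Piezo1 UMIs expected at 5000 UMIs per cell was 0.694 there (112 UMIs in 261 cells against 165 in 267 cells, interval 0.541 to 0.888). These expected UMIs are the count of each cell scaled to equal depth, so they do not exclude other effects that go with depth. In library MGJ2, the cells with more Col10a1 were the deeper ones (median 29618 against 26419 UMIs). The ratio at equal depth there was 0.839 (23 UMIs in 40 cells against 24 in 35 cells, interval 0.452 to 1.55), and the counts were too few to decide. Without thinning and with every cell weighted equally, the ratios were 0.705 and 0.816. Trpv4 was lower as well in the cells with more Col10a1, with ratios of 0.549 and 0.360, whereas Cdkn1a was at 0.952 and 1.05, and Apoe at 1.05 (interval 0.840 to 1.32) and 0.370 (interval 0.148 to 0.849), so the pattern was not specific to Piezo1. Whether Col10a1 accounts for the dependence on grouping stays open, and some values go against it. Resolution 0.5 gave 684 hypertrophic-like cells, more than the reported 558, and still a ratio of 0.723 in library MGJ. The lowest Piezo1 level of the sub-clusters of that library, 48.6 CPM in 195 cells, came with 2748 CPM of Col10a1, against 106 CPM of Piezo1 with 25448 CPM of Col10a1 in hypertrophic-like cells. No biological explanation was tested, since the design gives no group.

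Of the 3802 Apoe UMIs in the chondrocyte clusters of library MGJ, 1843 (48.5%) lay in 58 cells (1.98% of the cells) of a sub-cluster that was led by myeloid genes and set aside. Its Apoe level was 1183 CPM. RNA of macrophage-like cells in the same droplets was tested with the macrophage markers. Over 8 of the 9 markers, the level in the sub-cluster reached a median of 11.7% of the macrophage-like level (range 7.23 to 17.9%), and Apoe reached 9.05%, inside that range. The remaining marker, Cd163, had 3 UMIs in macrophage-like cells and none in the sub-cluster. A minimum of 50 UMIs, which left it out, was set after this was seen, and with all 9 markers the written criterion was not met. Macrophage RNA, from doublets or engulfed material, may therefore supply this Apoe, and chondrocyte-like cells with their own Apoe were not shown. With those sub-clusters kept, hypertrophic-like Apoe over that of other chondrocyte-like cells was 0.408 in library MGJ.

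Lower Apoe in hypertrophic-like cells in which Piezo1 was detected was tested after thinning to 5000 UMIs per cell, prompted by the reported rise of Apoe without Piezo1. The ratio of Apoe in cells with a Piezo1 UMI over cells without was 0.731 in library MGJ (25 UMIs in 217 cells against 49 UMIs in 311 cells, interval 0.433 to 1.21). In library MGJ2 it was 0 (0 UMIs in 31 cells against 3 UMIs in 44 cells, interval 0 to 3.43). The counts were too few to decide in either library, and since Apoe in chondrocyte-like cells was not told from background, the UMIs compared may be free RNA. Before thinning, 72.9% of hypertrophic-like cells in library MGJ and 86.4% in library MGJ2 had a Piezo1 UMI. Many cells counted as without Piezo1 therefore carried it, so this split cannot stand for loss of Piezo1 at any count.

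Within chondrocyte-like cells, 12182 genes had at least 50 UMIs in 1 of the libraries. The 3 largest ratios toward library MGJ2 were those of Il2rb at 20.3-fold (interval 13.2 to 31.5), Ptprz1 at 15.9-fold and Krt79 at 14.6-fold. Il2rb was also at 299.6 CPM in the other cells of library MGJ2 against 12.8 CPM in those of library MGJ. The largest ratios toward library MGJ were those of Saa3, with 9425 UMIs against 1 UMI (696-fold, interval 125 to 27509), and of Ccl2, with 39842 against 6 UMIs (491-fold, interval 225 to 1337). Hp at 103-fold and Nos2 at 101-fold followed. Cxcl5 had 3682 UMIs in library MGJ and none in library MGJ2, which is at least 90.7-fold if a count of 0 allows up to 3 counts, with a lower interval limit of 73.7. The other cells of library MGJ also had more Saa3 (1379 against 10.8 CPM), Ccl2 (1235 against 63.1 CPM) and Cxcl5 (523 against 0.129 CPM). Library, day and callus could not be separated with a single library of each kind.

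After thinning to 2000 UMIs, Xist was detected in 0.0201% of the cells of library MGJ and 0.0442% of those of library MGJ2. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were detected in 25.3% and 40.2%. The labels do not give the sex of the mice, but the study reports male mice for its animal work, and these shares go with that.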
